A study of Macaca mulatta with 52 samples.

How the data were processed

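Single preimplantation embryos of the rhesus monkey (Macaca mulatta) were profiled by RNA sequencing. Per the labels' protocols, in vivo matured oocytes from hormone-stimulated females were fertilised in vitro, cumulus cells were removed by pipetting, and embryos were cultured with or without relaxin. The labels used here do not say which embryos received relaxin, so it entered no model. Libraries were made with 2 kits, per the labels. SPIA stands for a kit that amplifies cDNA linearly from a primer with an RNA part (Ribo-SPIA), and SoLo for a low-input kit in which ribosomal RNA sequences are depleted after the first amplification.

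The authors deposited whole-number read counts per gene identifier, with a column per library and no normalisation. Per the submitters' processing notes, HISAT2 and DESeq2 were used, without versions. The read counter, the genome build, the annotation release and the use of strand are not given in the sources used here, so overlapping genes, antisense partners and near-identical paralogs (NLRP, histone and ribosomal protein genes among them) may share counts. The table held 26309 identifiers in 52 columns. Of these columns, 49 matched a sample by its title or, for 2 columns of code 111215 with a shared shortened name, by its group. Another 3 columns matched no title and were not used, and 3 of the 52 samples had no matching column and were not analysed here. The design set out before the data were examined assumed 14 libraries per kit in the comparison of kits and 4 morulas in SoLo. The matched columns gave 13 and 3. Names came from the Ensembl identifier lists given with the data and covered 15078 identifiers. Among the 20 identifiers with most counts, 13 had no name, and they were kept as counts without a name. No genome was used, so no coordinates are given.

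Totals in M (mega) counts ranged from 0.601 to 21.0 M in SPIA and from 5.70 to 10.6 M in SoLo. Reads carry no molecular identifiers in these counts, so precision from depth covers counting error only. No group contained libraries that agreed within sampling noise. The labels present the libraries of a group as separate embryos, and embryos that share a 6-digit title code may share parents or a collection day, which the labels do not state.

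Counts were tested in R 4.3.3 with edgeR 4.0.16 quasi-likelihood tests (robust dispersion and robust fit), TMM scaling, the filterByExpr filter and Benjamini-Hochberg adjustment, and genes with an adjusted p under 0.05 are called changed. The 4 SPIA groups were fitted together, as were the 3 SoLo groups, so that groups share an estimate of the spread. Stage contrasts were morula against 8-cell and expanded blastocyst against morula in each kit, and delayed against expanded blastocyst in SPIA. Kits were compared over the same embryos with stage in the model, and the dependence of the kit difference on stage was tested as an interaction. Standard errors were derived from the log2 fold change and the F statistic. CPM are TMM-scaled counts per M, given as mean ± SD over libraries. DESeq2 1.42.0 and limma 3.58.1 (voom) served as alternatives. In voom with title code as a random block, the estimated correlation within codes was -0.0345. A call in that fit therefore does not separate stage from title code. Scores, correlations and permutation tests used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures used matplotlib 3.10.9. Permutation tests were two-sided, exact where a group had fewer than 10 libraries and otherwise with 100000 resamples.

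Libraries with the same stage, title code and number in both kits were taken as paired, that is as the same embryo, because the titles match. Over 11 such pairs, deviations from the group means correlated between kits with a median of 0.192, 10 of 11 pairs lay above 0.1, and 10 of 11 libraries correlated best with their own partner. The exception was expanded blastocyst 111715_02 at -0.018. The fit with embryo as a block is an alternative.

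The lists fixed before the data were examined were oocyte and maternal-effect genes, 8-cell embryonic genome activation genes, pluripotency and epiblast genes, trophectoderm and trophoblast genes, primitive endoderm genes, cell junction and polarity genes, ion and water transport genes, Hippo pathway genes, glycolysis genes, nuclear-encoded respiratory chain genes, mitochondrially encoded genes, cytosolic ribosomal protein genes, cholesterol synthesis genes, mitotic cell cycle genes, DNA methylation and histone modifier genes, p53 and cell death genes, unfolded protein and integrated stress response genes, heat shock genes, IGF, insulin and relaxin receptor genes, imprinted genes, and markers of cumulus and granulosa cells, of sperm, and of blood and immune cells. They were tested with camera (limma) at a preset correlation of 0.01, and again with an estimated correlation. None of the 13 mitochondrially encoded genes had a named identifier, so that list has no result. Identifiers without a name, the abundant ones among them, may include such genes, which could not be told here. The rule for naming genes was also fixed then. It takes, for each SPIA stage contrast, the 5 rising and 5 falling called genes of largest change with a symbol, at least 1 CPM in 80% of the libraries of the higher group and the same sign in SoLo, then the called member of each list that rose most and fell most, and always POU5F1, NANOG, GATA2, GATA3, GATA4, GATA6, PDGFRA, ZSCAN4, LEUTX and DNMT3L. SOX2, CDX2, SOX17, GDF9, BMP15 and DUXA were also to be named but matched no identifier. The kit comparison used the first and last parts of the rule. Other list members are given as examples.

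The procedure was tested on simulated counts with 200 changed genes per contrast. The real morula against 8-cell contrast in SPIA called 3024 genes. The rates below therefore describe the simulation and may not carry over to the real calls. For morula against 8-cell in SPIA, 42% of 16-fold and 8% of 4-fold changes were recovered among 14846 genes, and 12.3% of calls were unchanged genes. For expanded blastocyst against morula in SPIA the values were 58%, 19% and 23% among 14792 genes. With a stricter filter (at least 10 counts in 80% of the libraries of a group), 82% and 28% were recovered for morula against 8-cell with 1.79% of calls unchanged (8058 genes), and 85% and 39% for the blastocyst contrast with 0.8% unchanged (7992 genes). In SoLo, 60% of 16-fold changes were recovered for morula against 8-cell with 8.24% of calls unchanged (13660 genes), and 62% for the blastocyst contrast with 2.94% (13631 genes). For the delayed blastocysts 28% of 16-fold changes were recovered with 13.9% unchanged (14733 genes), and for the kits 83% with 3.7% (14420 genes).

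Alternatives set before the data were examined were DESeq2 size factors, no filter, the stricter filter, DESeq2, an added 2-fold threshold, leaving out shallow libraries, the compared groups alone, title code as a random block with voom, thinned counts, single title codes, leaving out replicates of small groups, the embryo block and each stage apart. Alternatives chosen after seeing the data were depth classes below and above 12 M counts, leaving out the 13 unnamed identifiers, voom without a block, the group pairs with the genes of the joint fit, leaving out the delayed blastocysts, paired embryos without a block, the least typical libraries, the 8-cell and morula libraries of title code 020816, and particular embryos named in the text.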

Results

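Transcript counts were obtained from 49 libraries of single rhesus monkey embryos at the 8-cell stage, the morula, the expanded blastocyst and a delayed blastocyst. In SPIA there were 9 8-cell embryos, 11 morulas, 14 expanded blastocysts and 2 delayed blastocysts. In SoLo there were 4 8-cell embryos, 3 morulas and 6 expanded blastocysts. Mean totals in SPIA, in M (mega) counts, were 12.8 ± 5.21 M (SD, n = 9) at the 8-cell stage, 10.5 ± 6.003 M (n = 11) in morulas, 6.66 ± 2.57 M (n = 14) in expanded blastocysts and 5.34 ± 0.0608 M (n = 2) in delayed blastocysts. In SoLo they were 7.65 ± 0.591 M (n = 4), 8.69 ± 1.91 M (n = 3) and 7.98 ± 1.39 M (n = 6) in stage order. The series set out to compare transcriptomes across these stages. Its design text also names mature oocytes, which were not analysed here.

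A set of 13 abundant identifiers without a name took 22.7 ± 13.7% of the counts in 8-cell SPIA libraries (n = 9) and 44.4 ± 16.9% in morulas (n = 11), with an exact permutation p of 0.00793 that became 0.0855 after adjustment over 20 tests. Among libraries under 12 M counts the shares were 31.9 ± 10.4% (n = 4) and 53.7 ± 6.60% (n = 8; exact permutation p = 0.00808, adjusted p = 0.0545 over 9 tests). Above 12 M they were 15.2 ± 11.9% (n = 5) and 19.8 ± 4.83% (n = 3; exact permutation p = 0.536, adjusted p = 0.888). No library measure passed adjustment over the 20 tests. The number of genes detected at a common depth was 11662 ± 1417 in 8-cell embryos (n = 9) and 11527 ± 1642 in morulas (n = 11; exact permutation p = 0.846, adjusted p = 0.912).

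**Figure D1:**
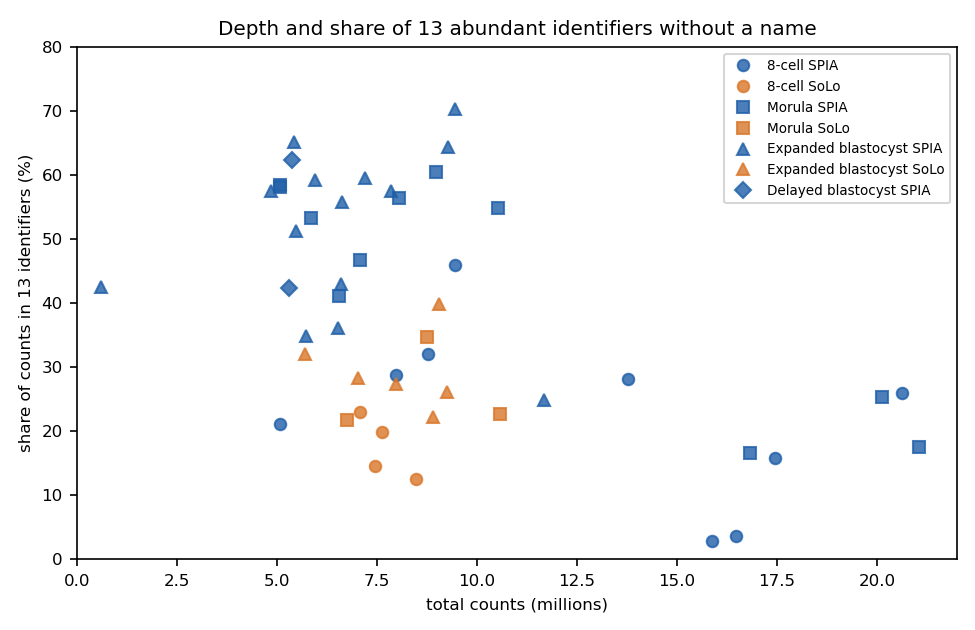
Share of counts in the 13 abundant identifiers without a name (vertical axis, percent) against total counts in M (horizontal axis), with a point per library, blue for SPIA and orange for SoLo, and a symbol per stage. The 5 8-cell and 3 morula SPIA libraries above 12 M counts average 15.2% and 19.8%.

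Between the 8-cell stage and the morula in SPIA, AMOTL2, an angiomotin family protein that binds YAP at cell junctions, rose from 0.563 ± 0.749 to 72.1 ± 54.3 CPM (SD, n = 9 and 11; log2 fold change 6.97 ± 0.77 SE). ELF3, an epithelial transcription factor, rose from 0.129 ± 0.121 to 26.5 ± 35.7 CPM (7.53 ± 0.91), and CLDN4, a tight junction claudin, rose by 7.91 ± 1.49 on the log2 scale. NGEF, a guanine nucleotide exchange factor, rose by 8.95 ± 1.02, the histone deacetylase HDAC7 by 7.30 ± 1.17 and the liver-type phosphofructokinase PFKL by 6.84 ± 1.03. In SoLo, from embryos also measured in SPIA, these 6 genes rose too, but for all except CLDN4 the same sign there was a condition of naming them, so it is no check. The SoLo values were 4.90 ± 0.78 (AMOTL2), 4.68 ± 1.00 (ELF3), 8.06 ± 2.01 (CLDN4), 7.84 ± 0.78 (NGEF), 3.41 ± 0.94 (HDAC7) and 2.91 ± 0.44 (PFKL), with edgeR adjusted p between 1.28e-05 and 0.0198. The identifiers are ENSMMUG00000021694 (AMOTL2), ENSMMUG00000001929 (ELF3), ENSMMUG00000012216 (NGEF), ENSMMUG00000021655 (HDAC7) and ENSMMUG00000004173 (PFKL).

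Falling genes included SLC16A6, a monocarboxylate transporter family member, which fell by 6.62 ± 1.22 on the log2 scale, FSTL4 (-6.28 ± 1.30), SLC29A4 (-5.81 ± 1.13) and the imprinted zinc finger gene PLAGL1 (-7.00 ± 1.40). UHRF1, which recruits the maintenance DNA methyltransferase, fell from 690 ± 907 to 46.5 ± 59.1 CPM (n = 9 and 11; -3.90 ± 0.74, edgeR adjusted p = 0.000734) and fell by 2.81 ± 0.36 in SoLo. The cyclin gene CCND1 fell by 5.65 ± 1.21. Without 8-cell replicate 020816_09, FSTL4 was at -4.75 ± 1.21, CCND1 at -4.13 ± 1.17 and HDAC7 at 8.23 ± 1.23, all still called with edgeR. VCAN, a matrix proteoglycan of cumulus cells, fell by 6.03 ± 1.07, as did the IGF-binding protein gene IGFBP5 (-6.62 ± 0.82) and the EGF-like ligand gene AREG (-8.05 ± 1.48). VCAN and AREG were high together with other markers of cumulus and granulosa cells in certain 8-cell embryos, while IGFBP5 was also measured well above its morula level in most of the other 8-cell embryos. VCAN stood at 325, 1563 and 662 CPM in SPIA replicates 020816_06, 020816_07 and 112815_02 and at 1.29 CPM in 020816_08, and at 466, 2079, 943 and 3.05 CPM in the SoLo libraries of these embryos. SPIA replicate 011516_02, which has no SoLo library, held VCAN at 215 CPM but INHA, a granulosa inhibin gene, at only 0.132 CPM. Without those 3 embryos VCAN fell by 3.27 ± 0.94 (edgeR adjusted p = 0.0145) and IGFBP5 was at -5.14 ± 0.87, while AREG no longer passed the filter. PLAGL1 was at -4.68 ± 1.42 without them (edgeR adjusted p = 0.0198), AMOTL2 at 8.20 ± 0.92 and PFKL at 8.21 ± 1.33.

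**Figure D2:**
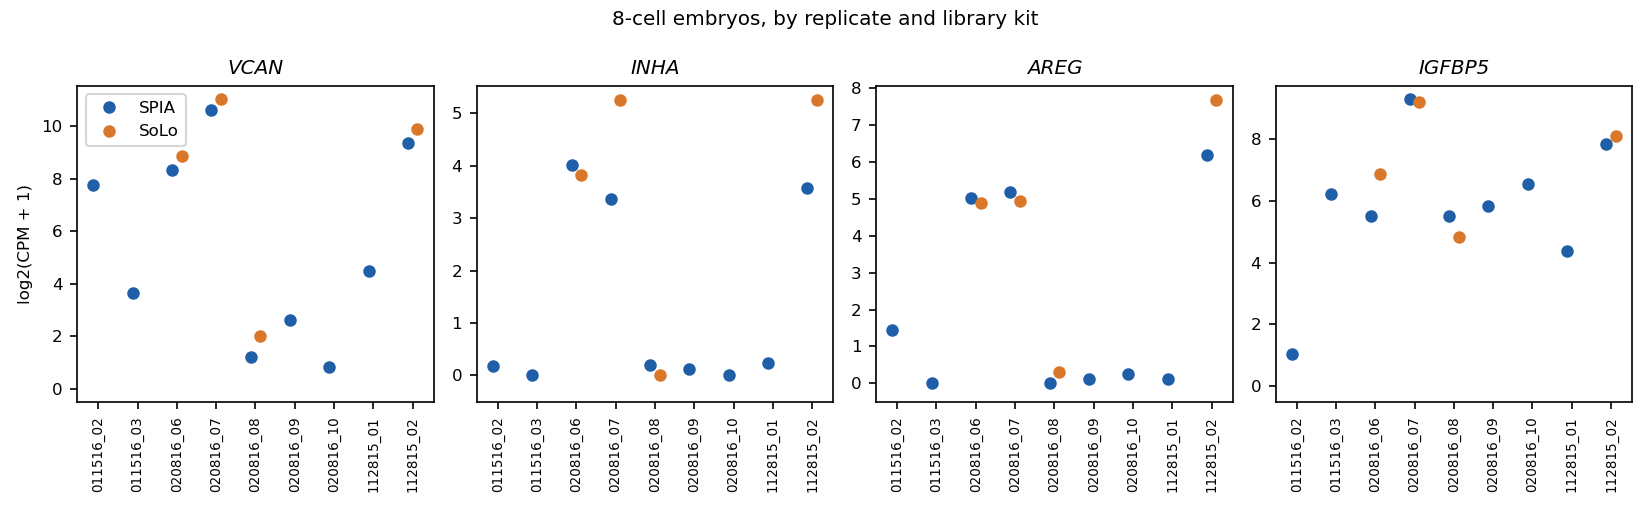
Levels of VCAN, INHA, AREG and IGFBP5 on a log2(CPM + 1) axis in each 8-cell embryo, by replicate, with SPIA in blue and SoLo in orange. VCAN lies at 325, 1563 and 662 CPM in SPIA for 020816_06, 020816_07 and 112815_02 and at 1.29 CPM for 020816_08.

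Stage genes moved as follows. Of 36 measured oocyte and maternal-effect genes, 14 fell and 2 rose (17 and 2 adjusted over the list alone), and the list fell (camera adjusted p = 3.67e-06; adjusted p = 0.326 with an estimated correlation). NLRP7 rose by 2.46 ± 0.40 in SPIA and by 3.34 ± 0.61 in SoLo. Of 11 measured 8-cell embryonic genome activation genes, 6 fell and none rose (8 fell adjusted over the list alone; camera adjusted p = 3.69e-08; adjusted p = 0.0393 with an estimated correlation), with RBP7 at -4.59 ± 1.30. ZSCAN4, a marker of genome activation, stood at 156 ± 34.1 CPM in 8-cell embryos and 35.6 ± 52.5 CPM in morulas (n = 9 and 11; -2.14 ± 1.02, edgeR adjusted p = 0.137), and the homeobox gene LEUTX at 158 ± 116 and 30.0 ± 93.6 CPM (-2.41 ± 1.20, adjusted p = 0.158). Neither was called with edgeR, while voom with title code as a random block called both, at -3.52 (adjusted p = 0.00055) and -6.11 (1.2e-05). Of 16 pluripotency and epiblast genes, 7 rose and none fell (7 and 1 adjusted over the list alone; camera adjusted p = 9.48e-06; adjusted p = 0.0404 with an estimated correlation). They included SUSD2 (4.50 ± 1.099) and DNMT3L (2.26 ± 0.78), the DNA methyltransferase cofactor, which rose in SoLo too (2.61 ± 0.27) and had an edgeR adjusted p of 0.0531 in SPIA without 8-cell replicate 020816_09. POU5F1 and NANOG were at 1.41 ± 0.65 and 1.31 ± 0.88 in SPIA and were not called there (edgeR adjusted p = 0.123 and 0.312). POU5F1 was called in voom with title code as a random block (3.05, adjusted p = 0.00581) and rose in SoLo (2.02 ± 0.44, adjusted p = 0.00617).

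Of 31 cell junction and polarity genes, 12 rose and none fell (14 and 3 adjusted over the list alone; camera adjusted p = 9.12e-08; adjusted p = 0.0336 with an estimated correlation). In SoLo 15 of 31 rose. Of 20 Hippo pathway genes, AMOTL2 was among 2 that rose and ANKRD1, a YAP target, among 2 that fell (4 and 3 adjusted over the list alone). The list rose (camera adjusted p = 0.00941; adjusted p = 0.0393 with an estimated correlation), with a median of 0.19 and a mean of -0.11. ANKRD1 was at -6.47 ± 1.75 in SPIA, where 8-cell replicate 112815_01 held 21.1 CPM against a group median of 0, and rose by 7.36 ± 2.18 in SoLo. Nuclear-encoded respiratory chain genes rose in 15 of 46 and fell in none (18 and 0 adjusted over the list alone; camera adjusted p = 2.35e-10; adjusted p = 0.0605 with an estimated correlation), with NDUFB8 at 3.11 ± 0.79, and in SoLo 26 of 46 rose. Cytosolic ribosomal protein genes rose in 16 of 58 and fell in 1 (18 and 1 adjusted over the list alone; camera adjusted p = 7.24e-06; adjusted p = 0.326 with an estimated correlation), and RPL39 was at 1.70 ± 0.62. Unfolded protein and integrated stress response genes rose in 7 of 26 and fell in 1 (7 and 1 adjusted over the list alone; camera adjusted p = 0.00566; adjusted p = 0.315 with an estimated correlation). The pseudokinase gene TRIB3 rose by 6.76 ± 1.55, and PPP1R15A, which directs eIF2alpha dephosphorylation, fell by 2.89 ± 0.68. IGF, insulin and relaxin receptor genes fell in 4 of 10, with none rising (4 and 0 adjusted over the list alone; camera adjusted p = 0.0027; adjusted p = 0.0404 with an estimated correlation). IGFBP5 was among them, and this list was not tested without the 3 embryos with cumulus markers, where IGFBP5 stayed called at -5.14.

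The trophectoderm and trophoblast list did not pass in this contrast (camera adjusted p = 0.0627), with 8 of 35 members rising and 4 falling (8 and 5 adjusted over the list alone). GATA2, a trophoblast transcription factor, rose by 4.75 ± 1.31 with edgeR, was not called in voom with title code as a random block (1.39, adjusted p = 0.4997) and was at 5.42 in SoLo (edgeR adjusted p = 0.0640). GATA3 was at 2.71 ± 1.14 (edgeR adjusted p = 0.0859). The primitive endoderm list did not pass either (camera adjusted p = 0.0805), with 9 of 26 rising and 3 falling (10 and 3 adjusted over the list alone). The endocytic receptor gene LRP2 rose by 6.38 ± 1.11, and GATA6 rose by 1.57 ± 0.47. GATA4 (-1.53, edgeR adjusted p = 0.370) and PDGFRA (-0.04, 0.958) were not called. CUBN, the partner of LRP2, fell by 5.77 ± 1.35, was at -3.65 ± 1.26 (edgeR adjusted p = 0.0383) without 8-cell replicate 020816_09 and was not called in SoLo (-2.17, edgeR adjusted p = 0.336). Heat shock genes rose in 4 of 12 with none falling (5 and 3 adjusted over the list alone; camera adjusted p = 0.221), HSPD1 rising by 2.84 ± 0.40. The test of that list pointed up, with a median of -0.27 and a mean of 0.07.

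**Figure D3:**
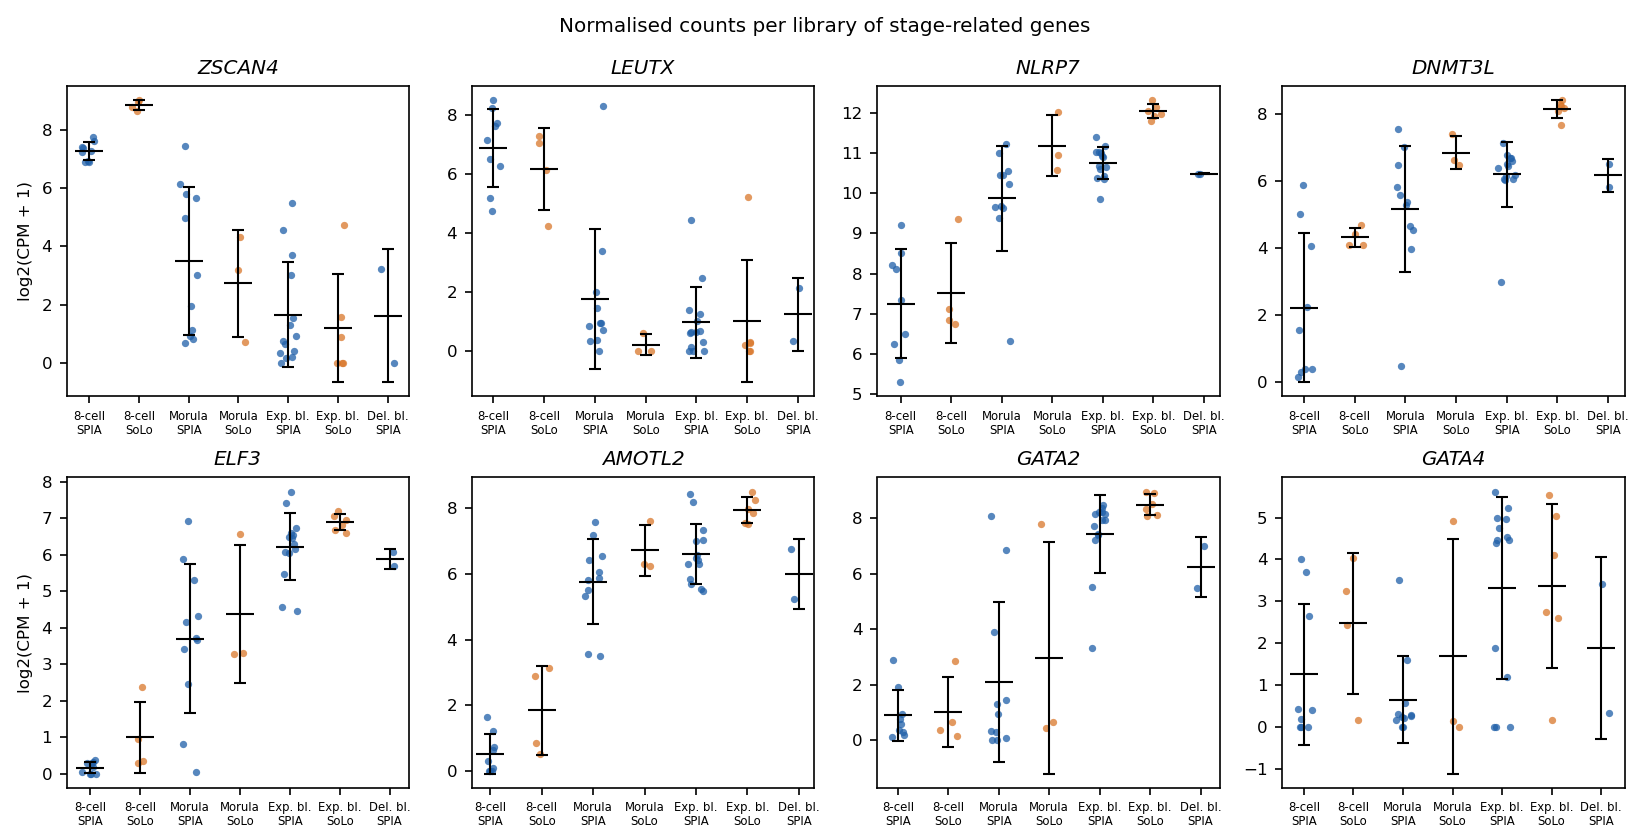
Levels of 8 genes on a log2(CPM + 1) axis in each library, by stage and kit (SPIA blue, SoLo orange; Exp. bl. and Del. bl. are expanded and delayed blastocysts), with the mean as a long bar and the SD as whiskers. AMOTL2 averages 0.563 CPM in 8-cell and 72.1 CPM in morula SPIA libraries, and ZSCAN4 156 and 35.6 CPM.

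In all, 3024 of 15578 genes differed between morula and 8-cell embryos in SPIA (1412 higher and 1612 lower in morulas; edgeR adjusted p under 0.05), and 2371 of 14196 in SoLo (1388 and 983). The SPIA count was 1509 with the stricter filter, 446 with the compared groups fitted alone, 1988 with title code as a random block in voom (1811 without the block) and 4634 without a filter. The stages shared only title code 020816, within which 4 genes were called in 5 8-cell and 3 morula libraries, although 99.0% of 1790 called genes tested there kept their sign in these libraries, which also entered the fit that called them. Without the 8-cell and morula libraries of that code 1014 genes were called, and of 672 tested within the code 80.1% had the same sign there. Those 4, named here after their values were seen, were C4H6orf132, AKAP12 and a pair of identifiers without a name. Of that pair, ENSMMUG00000028683 is among the 13 abundant identifiers without a name. Libraries under 12 M counts called 1876 genes. Those above called 0 with edgeR, with 990 of 11485 at an unadjusted p under 0.05 where 574 would by chance, and no other tool was run on them. Of 1784 called genes tested there, 97.4% kept their sign, but these libraries also entered the fit that called them. Without 8-cell replicate 020816_09 the count was 2603. Of the 3024 calls, 2967 were tested without it and only 2287 were still called. Among the named genes, TCL1A, TP63, CSF1R, RPL3, EHMT1, BID and DNMT3L were no longer called. TCL1A went from a log2 fold change of -4.18 to -2.25 (edgeR adjusted p = 0.192) and TP63 from -4.85 to -2.02 (0.0887). CSF1R went from -3.30 to -1.16 (0.360) and RPL3 from -1.27 to -0.09 (0.862). The others moved less, EHMT1 from 2.66 to 2.65 (0.0674), BID from 4.01 to 3.84 (0.0610) and DNMT3L from 2.26 to 2.09 (0.0531). In voom with title code as a random block, VCAN (-3.94, adjusted p = 0.0665), NLRP7 (1.97, 0.0623), SUSD2 (2.83, 0.104), LRP2 (4.19, 0.104) and ANKRD1 (-0.41, 0.816) were not called. In SoLo, DESeq2 called 4012 genes with the balance of directions turned (1734 higher and 2278 lower), and edgeR with DESeq2 size factors called 1255 higher and 1149 lower. In SoLo with TMM, CCND1 (-3.44, adjusted p = 0.137), RBP7 (-3.09, 0.217) and SUSD2 (1.38, 0.123) were not called with edgeR.

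In the SPIA embryos that had no SoLo library (5 8-cell embryos, 7 morulas and 8 expanded blastocysts), 288 genes were called between morula and 8-cell among 11311 tested in both kits. Of these, 267 (92.7%) had the same sign in SoLo embryos, and 138 were called in both, 89 rising and 49 falling, where independent lists would share 16.97 and 10.39. At each stage some of these SPIA embryos share a title code with SoLo embryos, so a part of the overlap may come from code. Across genes, which are not independent replicates, fold changes correlated with a Pearson coefficient of 0.433 and a Spearman coefficient of 0.455. For expanded blastocyst against morula, 588 were called, 527 (89.6%) had the same sign and 54 were called in both, all falling, where independent lists would share 5.66 falling and 0.170 rising. SoLo called 16 higher genes in all for that contrast, and 771 without morula 022916_01.

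Between morula and expanded blastocyst in SPIA, RSPO3, a WNT co-agonist, rose from 0.0131 ± 0.0434 to 5.71 ± 6.38 CPM (SD, n = 11 and 14; log2 fold change 7.93 ± 1.46 SE), and the aminopeptidase gene ENPEP from 2.80 ± 7.93 to 125 ± 89.3 CPM (5.52 ± 1.19). The transporter gene ABCG2 rose by 6.52 ± 1.12, F2RL2, a thrombin receptor gene, by 6.40 ± 1.12, the tetraspanin gene TSPAN15 by 5.94 ± 1.05, SEMA6D by 5.88 ± 1.30 and the glutamate transporter gene SLC1A3 by 5.84 ± 1.25. GATA4, an endoderm transcription factor, rose from 1.27 ± 3.06 to 18.6 ± 15.6 CPM (3.89 ± 1.19). GATA2 was at 36.4 ± 83.8 and 220 ± 102.8 CPM and was not called with edgeR (2.61 ± 1.05, adjusted p = 0.0896), while DESeq2 (2.81, adjusted p = 0.0171) and voom with title code as a random block (7.08, adjusted p = 3.09e-08) called it. Falling genes included LUZP2 (-5.61 ± 0.89), TMEFF1 (-5.46 ± 1.0996), the lysolipid transporter gene MFSD2A (-5.39 ± 1.03), NETO1 (-5.29 ± 1.14) and DZIP1 (-5.26 ± 0.97). ABCG2 to SLC1A3 and LUZP2 to DZIP1 were named for the largest changes among called genes that passed a level of 1 CPM in 80% of the higher group and had the same sign in SoLo, so their sign there is no check. None of these 10, nor RSPO3 or ENPEP, was called in SoLo with edgeR. NETO1 was not called in voom with title code as a random block (-3.70, adjusted p = 0.0907), and GATA4 was at 0.84 in SoLo (edgeR adjusted p = 0.861). POU5F1 (-0.78), NANOG (0.29), GATA3 (0.75), GATA6 (-0.31), PDGFRA (0.37), ZSCAN4 (-2.49) and DNMT3L (0.49) were not called with edgeR in SPIA. Of these, voom with title code as a random block called GATA3 (4.29, adjusted p = 0.00117), ZSCAN4 (-3.02, 0.0255) and DNMT3L (1.90, 0.0250). SoLo called DNMT3L alone among them (1.28, edgeR adjusted p = 0.0228).

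Of 35 trophectoderm and trophoblast genes, 10 rose and 2 fell (12 and 3 adjusted over the list alone; camera adjusted p = 4.8e-08; adjusted p = 0.0393 with an estimated correlation), among them the keratin genes KRT18 (3.35) and KRT19 (5.14). Of 26 primitive endoderm genes, 10 rose and 3 fell (11 and 4 adjusted over the list alone; camera adjusted p = 1.02e-05; adjusted p = 0.0404 with an estimated correlation), and the collagen gene COL4A1 was among the rising ones (3.96). Falling members included SLC7A2 of the trophectoderm list (-2.39, edgeR adjusted p = 0.00143) and FRZB of the endoderm list (-4.75, 0.00203). SLC7A2 also fell in SoLo (-2.16, edgeR adjusted p = 0.0460), where FRZB was not called (-1.02, 0.516). In voom with title code as a random block FRZB was not called (-2.18, adjusted p = 0.223), while SLC7A2 was (-2.32, 0.0183). Cell junction and polarity genes rose in 4 of 31 and fell in 3 (4 and 3 adjusted over the list alone; camera adjusted p = 0.00171; adjusted p = 0.156 with an estimated correlation), with RAB25 at 4.27 ± 0.95. Cholesterol synthesis genes rose in 3 of 15, with none falling (3 and 0 adjusted over the list alone; camera adjusted p = 4.48e-05; adjusted p = 0.0393 with an estimated correlation). The regulator gene SREBF2 rose by 1.94 ± 0.58. In SoLo these 4 lists also rose by camera (adjusted p = 1.12e-05, 0.00198, 0.000112 and 0.0146), while edgeR called 0 of 36, 0 of 26, 0 of 31 and 0 of 15 members as rising (7 junction genes adjusted over the list alone) and 1 trophectoderm gene as falling. No list call in SoLo, in either contrast, held with an estimated correlation, where the smallest adjusted p was 0.325.

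Oocyte and maternal-effect genes fell in 12 of 36 and rose in 1 (17 and 1 adjusted over the list alone; camera adjusted p = 1.15e-06; adjusted p = 0.326 with an estimated correlation), NLRP2 being the one that rose (0.98 ± 0.28). The 8-cell embryonic genome activation genes fell in 5 of 11, with none rising (7 and 1 adjusted over the list alone; camera adjusted p = 0.00666; adjusted p = 0.447 with an estimated correlation), with TPRX1 at -4.23 ± 1.06 and LEUTX at -3.77 ± 1.15. Neither was called in voom with title code as a random block (-1.31, adjusted p = 0.577, and -1.24, 0.521). In SoLo 1 of 10 genes of this list rose and 0 fell with edgeR (also adjusted over the list alone; camera adjusted p = 0.392), and LEUTX was at 5.09 (edgeR adjusted p = 0.377), with 35.8 CPM in expanded blastocyst 112415_03 against a group median of 0.171. Cytosolic ribosomal protein genes fell in 11 of 58, with none rising (13 and 0 adjusted over the list alone; camera adjusted p = 5.39e-07; adjusted p = 0.265 with an estimated correlation), and in SoLo 0 of 57 were called with edgeR, also when adjusted over the list alone. TET2, which oxidises methylcytosine, rose from 207 ± 237 to 1265 ± 460 CPM (2.61 ± 0.54), the acetyltransferase gene KAT2B fell by 3.83 ± 0.59 and the lactate transporter gene SLC16A1 by 1.41 ± 0.29. KAT2B and SLC16A1 also fell in SoLo (by 2.44 and 1.19), while TET2 was not called there (1.67, edgeR adjusted p = 0.358), nor were RAB25 (2.92, 0.259), SREBF2 (1.71, 0.161) and NLRP2 (0.89, 0.0925).

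In all, 2283 of 15578 genes differed between expanded blastocysts and morulas in SPIA (733 higher and 1550 lower in blastocysts; edgeR). The count was 1128 with the stricter filter, 3792 without a filter, 1297 with the compared groups alone, 1310 under 12 M counts (where 97.6% of 1933 called genes kept their sign) and 1253 without the delayed blastocysts. The libraries under 12 M counts also entered the fit that called these genes, so the kept signs are no separate check. The balance of directions depended on the tool, with 1727 higher and 500 lower in voom with title code as a random block and 1457 higher and 390 lower without the block. The median log2 fold change over all genes was -0.29 with TMM and -0.14 with DESeq2 size factors, a shift of 0.15. No title code held both stages, so code and stage cannot be told apart here. In SoLo 162 of 14196 genes differed (16 higher and 146 lower). That count was 5 without morula 021016_03, 14 without morula 021016_02 and 1477 without morula 022916_01 (771 higher and 706 lower). It was 271 without expanded blastocyst 112415_03. DESeq2 called 841 with more even directions (373 higher and 468 lower), while edgeR with DESeq2 size factors called 18 higher and 139 lower.

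**Figure D4:**
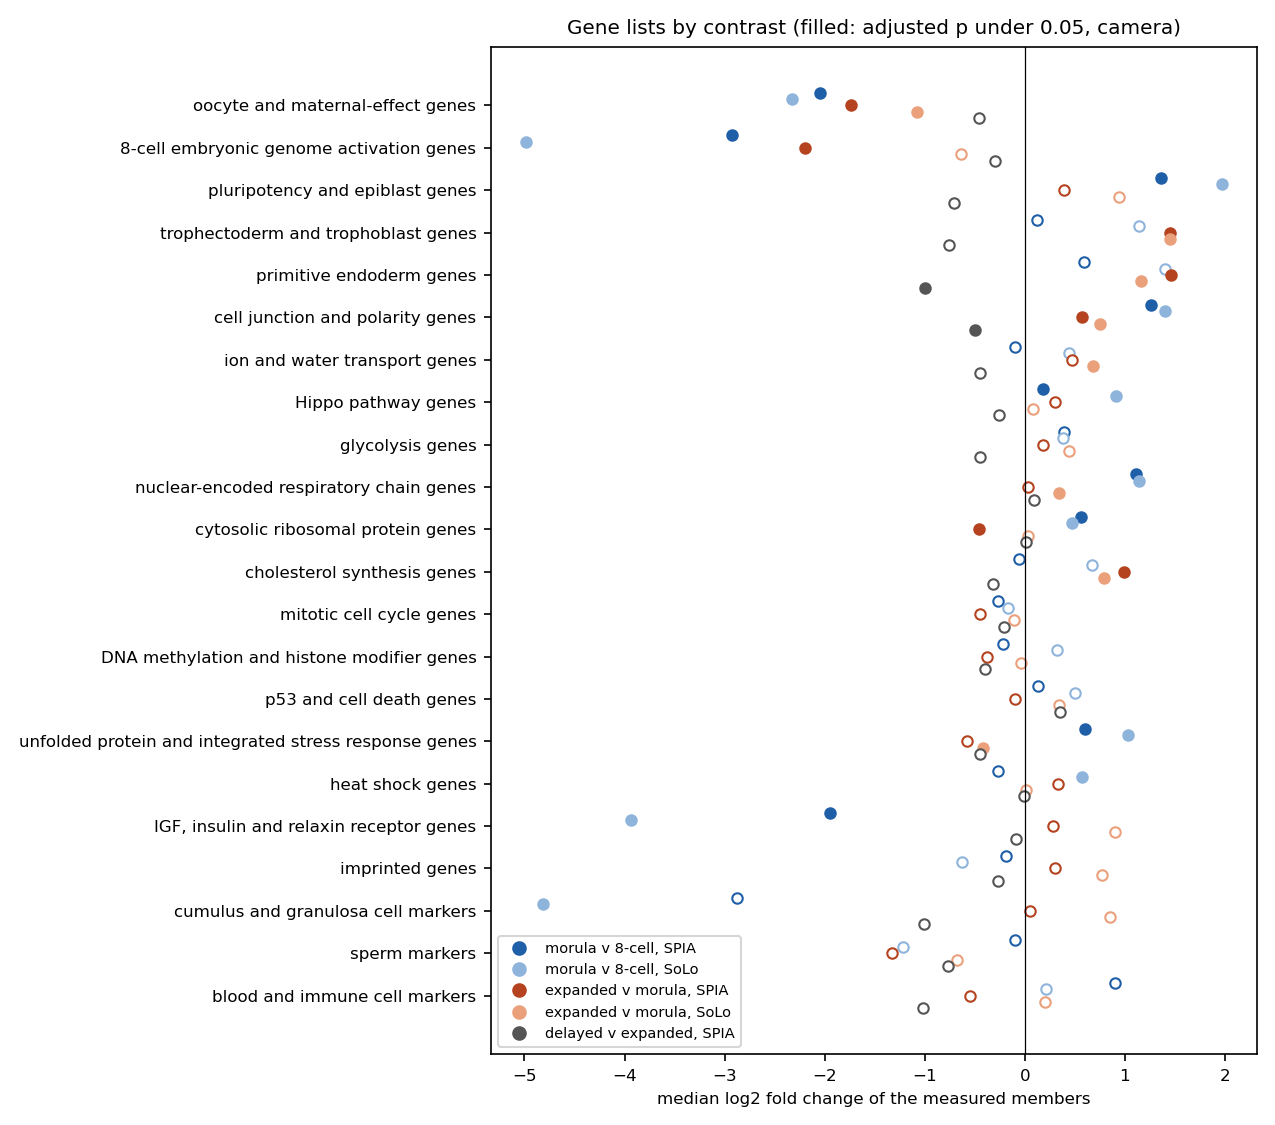
Median log2 fold change of the measured members of each gene list (horizontal axis) in 5 contrasts, shown by colour, where filled points have a camera adjusted p under 0.05 at the preset correlation. The 8-cell embryonic genome activation genes lie at -2.92 and the respiratory chain genes at 1.11 for morula against 8-cell in SPIA.

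The 2 delayed blastocysts held lower mean levels of several lineage genes than the 14 expanded blastocysts, and no single gene was called with edgeR (25 with DESeq2). GATA6 stood at 132 ± 70.1 and 282 ± 116 CPM (SD, n = 2 and 14; log2 fold change -1.09 ± 0.83 SE), PDGFRA at 190 ± 56.2 and 354 ± 164 CPM (-0.90 ± 0.61) and GATA2 at 85.2 ± 59.0 and 220 ± 102.8 CPM (-1.37 ± 2.03). GATA6 was at 182 and 82.6 CPM in replicates 112515_01 and 112515_02. As lists, primitive endoderm genes were lower (camera adjusted p = 0.000931, median -1.001 over 26 genes; adjusted p = 0.156 with an estimated correlation), as were cell junction and polarity genes (camera adjusted p = 0.0383, median -0.50 over 31 genes; adjusted p = 0.326 with an estimated correlation). Other lists had medians as low or nearly so without passing, among them cumulus and granulosa markers (-1.005, camera adjusted p = 0.467), blood and immune cell markers (-1.02, 0.483), trophectoderm genes (-0.76, 0.0603) and pluripotency genes (-0.71, 0.135). No member of these 6 lists was called with edgeR, adjusted over all genes or adjusted over the list alone. GATA2, POU5F1 (0.45 ± 1.03) and DNMT3L (-0.18 ± 1.25) differed by less than their errors. NANOG was at -0.66, GATA3 at -0.86, GATA4 at -1.90, ZSCAN4 at -0.59 and LEUTX at -0.30, none of them called.

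Of 15578 genes, 0 were called with edgeR between delayed and expanded blastocysts, and 196 had an unadjusted p under 0.05 where 779 would by chance. Of those 196, 170 were higher and 26 lower in delayed blastocysts. DESeq2 called 25, all lower there, at log2 fold changes of -21.2 to -14.3 that rest on 0 counts in both delayed blastocysts for 25 of 25. The stricter filter called FAM167A (6.87 ± 1.29, edgeR adjusted p = 0.0298). Voom with title code as a random block called ENSMMUG00000028689 (1.20 ± 0.06), which is among the 13 abundant identifiers without a name. Both are named here after their values were seen. Both delayed blastocysts carry title code 112515, within which edgeR called 0 genes against 2 expanded blastocysts, with 557 of 9503 at an unadjusted p under 0.05 where 475 would by chance.

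The kits were compared in the same embryos. JSRP1 stood at 75.1 ± 18.1 CPM in SoLo and 0.615 ± 0.590 CPM in SPIA (SD, n = 13 each; log2 fold change 6.98 ± 0.46 SE), and H4C16, a replication-dependent histone gene, at 11.8 ± 8.55 and 0.224 ± 0.411 CPM (5.69 ± 0.85). BARX1 (5.65 ± 1.03), UBFD1 (5.51 ± 0.87) and ZNF787 (5.46 ± 0.84) were also higher in SoLo. Lower in SoLo were the tubulin gene TUBB4A, at 375 ± 250 and 5059 ± 4128 CPM (-3.54 ± 0.42), HYPK (-3.78 ± 0.25), FKBP2 (-3.79 ± 0.44), PALM3 (-3.59 ± 0.86) and NOVA1 (-4.38 ± 1.03). Among lineage genes, GATA6 (-0.99 ± 0.21, edgeR adjusted p = 0.00066) and PDGFRA (-1.17 ± 0.19, adjusted p = 1.78e-05) were lower in SoLo, while POU5F1, NANOG, GATA2, GATA3, GATA4, ZSCAN4, LEUTX and DNMT3L were not called.

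In all, 3459 of 14873 genes differed between kits (1760 higher and 1699 lower in SoLo; edgeR). Within 8-cell embryos 535 were called, within morulas 385 and within expanded blastocysts 2773. With edgeR no gene showed a kit difference that depended on stage, with 0 called and 1566 at an unadjusted p under 0.05 where 744 would by chance. DESeq2 called 146, and edgeR with embryo as a replicate block called 3 in the paired embryos (H2AZ1, SH3KBP1 and LAS1L, named here after their values were seen) against 0 without the block.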

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

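Most tests in this part were chosen after the results they measure had been seen. The comparison with SoLo libraries of other embryos and the thinned counts were set beforehand. Dividing the same libraries into groups of the same sizes in other ways gave fewer calls than the stages did in most comparisons. For morula against 8-cell in SPIA, 1 of 100 splits, the real one, gave 3024 or more calls, and the highest other gave 1642, so chance can be excluded for the count as a whole. The other splits gave a median of 644 calls. With the stricter filter the real count was 1509, the highest other 432 and the median of the others 25. For expanded blastocyst against morula in SPIA, 1 of 100 splits reached 2283 and the highest other gave 1280 (1128 and 394 with the stricter filter), so chance can be excluded there. In SoLo, 1 of 35 splits reached 2371 calls for morula against 8-cell, with 971 in the highest other, and 2 of 84 reached 162 for expanded blastocyst against morula. The highest other split of that last contrast gave 237 and put morula 022916_01 with the blastocysts and blastocyst 112415_03 with the morulas. For the kits, 1 of 100 splits reached 3459. The highest other gave 2276 and exchanged the labels in 4 of 4 8-cell, 2 of 3 morula and 4 of 4 expanded blastocyst pairs, so it was nearly the real division reversed, and the median of the others was 0. For the dependence of the kit difference on stage, the real count was 0 with edgeR (1566 at an unadjusted p under 0.05, and 146 with DESeq2), so 100 of 100 splits gave as many whatever the data, and nothing about chance follows. The highest other split gave 856. It exchanged the kit labels in 3 of 3 morula pairs, 0 of 4 8-cell pairs and 1 of 4 expanded blastocyst pairs, which turns a kit difference into one that depends on stage.

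In groups of 4 to 10 libraries, 306 groups of values of named genes were tested. In 55 of them a single value lay apart from all other libraries of the group. A chance rate of about 1 in 20 groups, here 15.3, assumes normally distributed values. Some of the 55 values lie near 0 CPM in groups with a median of 0. Examples are CD68 (0.132 CPM) and CLIC3 (0.0831 CPM) in 8-cell SPIA libraries and RSPO3 (0.134 CPM) in 8-cell SoLo libraries. The rate was not checked for such groups, so 55 against 15.3 does not give the excess over chance. All named genes were tested on the log2(CPM + 1) scale. That scale and the inclusion of all named genes were settled after counts under other choices had been seen, and on the CPM scale 89 of 306 gene groups stood apart. With only 30 of the genes it was 12 of 90 on the log scale and 22 on the CPM scale. No library measure stood apart in this way. The values below are CPM.

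Replicate 020816_09 accounted for 15 of the 29 such values in 8-cell SPIA libraries. It was high in ABCG2 (0.548), AQP7 (88.6), CSF1R (638), DZIP1 (355), PDGFRA (920), RPL3 (2673) and TNFAIP6 (107). It was low in FKBP2 (0.456), HYPK (3.01), KAT2B (0.365), L1TD1 (22.9), PALM3 (0.456), SLC7A2 (0.274), SQLE (0.365) and TPRX1 (0.183). Replicate 011516_02 stood apart in CD68 (0.132), CHAC1 (28.9), HSPD1 (197) and NGEF (0.264), and 011516_03 in AKAP4 (0.992), PFKFB4 (1.91), RSPO3 (0.267) and ZNF787 (7.63). Replicate 112815_01 stood apart in ANKRD1 (21.1) and UBFD1 (0.920), 112815_02 in BID (4.32) and CLIC3 (0.0831), 020816_07 in IGF1 (8.03) and 020816_06 in SUSD2 (3.63).

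In 8-cell SoLo libraries, 112815_02 accounted for 10 of 12 values, in CLDN4 (0.268), GATA6 (191), LRP2 (53.6), MVD (11.8), NLRP7 (654), PDGFRA (178), PECAM1 (17.5), RSPO3 (0.134), SCNN1G (0.401) and TNFAIP6 (6.29). The others were BID in 020816_07 (11.1) and NOVA1 in 020816_06 (1.72). In expanded blastocyst SoLo libraries, 112415_03 accounted for 6 of 14 values. It was high in the genome activation genes LEUTX (35.8), ZSCAN4 (25.6) and TPRX1 (9.40) and in FSTL4 (6.95), and low in EHMT1 (28.8) and SQLE (20.1). A library of code 111215 whose number is not known stood apart in NOVA1 (0.143), SCNN1G (1.43), SLC1A3 (0.859) and TNP1 (0.716). The remaining values were AKAP4 (0.805) and IGFBP5 (1.27) in 111715_04, SLC16A6 (2.35) in 111715_02 and SUSD2 (46.0) in 111715_01.

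On a score of stage genes morula 022916_01 lay at -0.02 in SPIA, between the other morulas (-3.12 to -2.51, n = 3) and the expanded blastocysts (0.67 to 1.71, n = 6) that have a SoLo library, and at 0.86 in SoLo, among the expanded blastocysts (0.68 to 1.98, n = 6) and above the other morulas (-3.67 to -3.03, n = 2), while on the first component in SPIA it lay at 68.6, within the range of 61.8 to 116 of 13 of the 14 expanded blastocysts. Its score was above every other morula of the set in 2 of 2 kits, which argues against an artifact of 1 library preparation. A swap with a blastocyst stays open, since 1 of 14 expanded blastocysts in SPIA, 111715_05, lay nearer to the morulas, at -1.88 on a score made without it (-2.02 for the highest scored morula and 1.38 for the lowest scored blastocyst) and at -19.3 on the first component, although with 0.601 M counts and no SoLo library its own place is uncertain. The score of 022916_01 passed the lowest expanded blastocyst of that set in 1 of 2 kits, SoLo, where it passed 112415_03 alone (0.68), and in SPIA it also passed 112515_04, which has no SoLo library (-0.05 against -0.08 on a score made without the latter). A single wrong stage label or an embryo further on in development may also account for it, and these cannot be told apart, because each would bring its score near the blastocysts.

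Cumulus and granulosa markers, a list fixed beforehand, differed between 8-cell embryos. The marker score of an embryo correlated between its SPIA and SoLo libraries within stage (Pearson 0.964, Spearman 0.964, 11 pairs, exact permutation p = 0.000289 for each, the smallest that 3456 pairings can give; Pearson 0.955 without the 2 farthest embryos), which argues against RNA that entered in a single library preparation. Over 9 8-cell SPIA libraries the 14 measured markers had a mean correlation of 0.171, a value that a share of 0.0149 of random lists reached, so cumulus cells carried along with some embryos are a candidate source, although the protocol removed such cells by pipetting. VCAN was also at 215 CPM in 011516_02, where INHA was at 0.132 CPM, so not every marker followed. No biological explanation was tested.

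SPIA morulas and 8-cell embryos differed in mean depth (10.5 and 12.8 M counts). Of the 288 genes called in SPIA embryos without a SoLo library, 92.7% had the same sign in SoLo libraries of other embryos, against 67.1% of all 11311 genes, and with libraries thinned to equal totals 2657 genes were called, which argues against depth as the whole cause of the calls. Without the 13 abundant identifiers that have no name, 95.6% of calls remained with the same sign, but the other genes moved by a median of only 0.00175 in log2, so this says nothing about their part. Of 672 genes called without title code 020816 and tested within it, 80.1% had the same sign there, a share that 1 of 56 splits of its 8 libraries reached (77.4% in the highest other), which argues against title code as the whole cause. Code may still have set part of the calls, and a stage difference in the embryos themselves remains possible.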

How the results depend on the processing

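Alternatives by depth class, voom without a block, the genes of the joint fit, the delayed blastocysts left out and particular libraries or a title code left out were chosen after seeing the data. For morula against 8-cell in SPIA (3024 calls), 11 settings stayed within 1.5 times. The others gave 4634 without a filter and 1509 with the stricter filter, where more and fewer genes were tested. They gave 446 with the compared groups alone, 1628 with those groups and the genes of the joint fit, 1599 without the delayed blastocysts, 1876 under 12 M counts, 0 over 12 M counts, 4 in title code 020816 and 1014 without it. All of these had fewer libraries and tested fewer genes than the 15578 of the joint fit, from 9329 for the 446 and 11168 for the 1599 to 15520 for the 1628. Since the 1628 came from nearly the same genes, the count of 3024 depended on having blastocyst libraries in the fit. Fewer libraries did not always lower a count. With the compared groups and the genes of the joint fit, expanded blastocyst against morula gave 2917 among 15559 genes. With title code as a random block voom gave 1988, and 1811 without a block, so the tool moved the count more than the block did. The estimated correlation within codes was -0.0345, so the block is no strict check on title code. For expanded blastocyst against morula in SPIA (2283), 12 settings stayed within 1.5 times in count. The others gave 3792 without a filter, 1128 with the stricter filter and 1297 with the compared groups alone. They gave 1310 under 12 M counts and 1253 without the delayed blastocysts. A similar count need not mean the same genes. With title code as a random block voom gave 2227 calls, 1727 higher and 500 lower, and shared 1014 with the main fit (733 higher and 1550 lower). EdgeR with DESeq2 size factors gave 1823 and shared 1793.

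For delayed blastocysts (0 with edgeR, 196 at an unadjusted p under 0.05), DESeq2 called 25, and the stricter filter, voom with title code as a block and voom without a block called 1 each. In SoLo, DESeq2 called 4012 for morula against 8-cell (2371) and 841 for expanded blastocyst against morula (162). Leaving out 1 library at a time gave 1740 to 2550 for the former. For the latter, leaving out a morula gave 5 (without 021016_03), 14 (without 021016_02) or 1477 (without 022916_01). Leaving out expanded blastocyst 112415_03 gave 271, and no other blastocyst was left out. For the kits (3459), 535 were called within 8-cell embryos and 385 within morulas, with fewer libraries. For the dependence of the kit difference on stage (0 with edgeR, 1566 at an unadjusted p under 0.05), DESeq2 called 146 and the fit with embryo as a replicate block called 3. Of 18 list calls in SPIA, 8 held with an estimated correlation, and of 19 in SoLo none did. Library measures gave 0 of 20 calls in every setting. The share of calls with the same sign in other embryos was 92.7% and 89.6%, and 87.5% and 86.6% with all SPIA libraries. The cause was not tested where none is named.

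Among single named genes, 367 values under alternatives kept a call and its direction or stayed uncalled, with either sign, 97 were weaker, 10 stronger and 7 reversed. Uncalled values that changed sign, such as GATA4 from -1.53 to 0.45 in SoLo for morula against 8-cell, are among the 367. For morula against 8-cell, ANKRD1 reversed to 0.74 in DESeq2 and 7.36 in SoLo, RPL3 to 0.35 in SoLo, EHMT1 to -0.20 with title code as a random block and CD68 to -0.19 in SoLo. For expanded blastocyst against morula, CD14 reversed to 0.79 and LEUTX to 5.09 in SoLo, where 112415_03 held 35.8 CPM against a group median of 0.171. The cause was not tested.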

Other observations

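Further fixed lists gave no call as a list in the SPIA stage contrasts, while single members changed. Of 17 imprinted genes, GRB10 rose by 1.49 ± 0.40 from 8-cell to morula as 1 of 2 that rose, 6 fell (2 and 6 adjusted over the list alone; camera adjusted p = 0.949), and IGF2R rose by 1.85 ± 0.54 from morula to expanded blastocyst (2 rose and 1 fell, also adjusted over the list alone; 0.384) but was not called in SoLo (1.11, edgeR adjusted p = 0.132). Of 21 ion and water transport genes, the anion exchanger gene SLC4A2 rose by 2.67 ± 0.63 in morulas and the aquaporin gene AQP7 fell by 6.03 ± 1.48, each alone in its direction (2 and 4 adjusted over the list alone; 0.958). AQP7 was at -3.82 ± 1.38 without 8-cell replicate 020816_09 (edgeR adjusted p = 0.0484) and was not called in SoLo (-1.42, adjusted p = 0.645). Of the same list, in expanded blastocysts 3 rose and 3 fell (4 and 3 adjusted over the list alone; 0.244). Of 25 glycolysis genes, 3 rose and 2 fell, then 2 and 2 (the same adjusted over the list alone; 0.197 and 0.546). Of 46 mitotic cell cycle genes, the centriole kinase gene PLK4 rose by 2.99 ± 0.68 among 2 that rose, with 4 falling, and the kinase gene AURKA fell by 1.70 ± 0.47 in expanded blastocysts among 6 that fell (the same adjusted over the list alone; 0.226 and 0.156). PLK4 was not called in SoLo (0.88, edgeR adjusted p = 0.148), and AURKA was not called in SoLo (-0.55, 0.311) or in voom with title code as a random block (-1.24, adjusted p = 0.137). Of 46 DNA methylation and histone modifier genes, 5 rose and 6 fell (5 and 8 adjusted over the list alone; 0.745), then 3 and 4 (3 and 4 adjusted over the list alone; 0.529).

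Of 19 p53 and cell death genes, 1 rose in morulas (0 adjusted over the list alone; camera adjusted p = 0.423), and BCL2L10 fell by 4.39 ± 1.102 on the log2 scale in expanded blastocysts (1 adjusted over the list alone; 0.958). BCL2L10 was not called in voom with title code as a random block (-3.17, adjusted p = 0.114) or in SoLo (-2.21, edgeR adjusted p = 0.198). Cholesterol synthesis genes in morulas had 2 rising and 1 falling of 15 (2 and 1 adjusted over the list alone; 0.745), with the test down, a median of -0.06 and a mean of 0.17. Cumulus and granulosa markers had 1 rising and 6 falling of 15 in morulas (1 and 6 adjusted over the list alone; 0.197), 2 rising and 2 falling of 12 without the 3 8-cell embryos high in them, and 6 of 12 fell in SoLo (camera adjusted p = 0.00314; adjusted p = 0.325 with an estimated correlation). In expanded blastocysts 3 fell (3 adjusted over the list alone; 0.59), with the test down, a median of 0.05 and a mean of -0.65. Sperm markers fell in 3 of 10 in each SPIA contrast (4 and 3 adjusted over the list alone; 0.553 in both). Blood and immune cell markers had 2 rising and 1 falling of 8, then 1 and 1 (2 and 1, then 1 and 2, adjusted over the list alone; 0.553 and 0.745), and in the later contrast the test was up with a median of -0.55 and a mean of -0.37. Imprinted genes there had a median of 0.30 and a mean of -0.04. In the later contrast pluripotency and epiblast genes (1 rose, 2 fell of 16; 0.337), Hippo pathway genes (1 and 2 of 20; 0.553), respiratory chain genes (0 of 46; 0.251), stress response genes (0 and 4 of 26; 0.337), heat shock genes (0 and 1 of 12; 0.423) and IGF, insulin and relaxin receptor genes (2 and 0 of 10; 0.48) did not pass either.

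After H4C16 was seen to be higher in SoLo, other histone-cluster genes were looked at. Of 13, 8 were higher in SoLo and 0 lower with edgeR, with a median log2 difference of 1.98, among them H1-3 (3.84 ± 0.61) and H2BC11 (3.71 ± 0.42). Morula SPIA replicate 022916_02 lay at -148 on the first component of the SPIA libraries (19.5% of the variance), within the 8-cell range of -222 to -77.3, as did 022916_03 at -86.5. Without 022916_02 alone 3541 genes were called between morula and 8-cell and 1687 between expanded blastocyst and morula.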
